A study of Homo sapiens with 6 samples. Its data were reported in "Modulation of IL-1β reprogrammes the tumor microenvironment to interrupt oral carcinogenesis" (2016).

How the data were processed

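Gene expression was measured in Cal27 cells, an established line of human tongue squamous cell carcinoma, on Affymetrix Human Genome U133 Plus 2.0 arrays. The cells carried a lentiviral short hairpin RNA against interleukin-1β (LV-shIL-1β) or a scrambled hairpin (LV-shNC), and had been kept in puromycin at 2 µg/mL for 2 weeks to select transduced cells. Per the labels, 6 µg of total RNA was used to prepare biotin-labelled cRNA. Each group held 3 arrays, numbered 1 to 3 in the sample titles, and groups were taken from those labels. The sources used here do not say whether the 3 arrays of a group came from separate cultures, so p-values measure only the spread between these arrays, which may be technical.

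The values deposited by the authors were intensities on a linear scale, 1 per probe set (a group of short probes for 1 transcript) and array, for 54675 probe sets. The submitters' processing notes name MAS5, with no version; the background, summarisation and normalization settings are not given in the sources used here. Of all values, 4.36% carried 1 of 6 decimal endings spaced by a sixth, within 6.67e-05. Such steps can arise when values are averaged over 6 arrays, so processing across arrays in addition to MAS5 stays open, and the spread between arrays may be smaller than in values made array by array. No detection calls were used here. Values ran from 1.38 to 10502, with no zeros or missing values. The median signal per array lay between 18.4 and 18.9, and the mean after trimming 2% at each end between 82.9 and 84.8. The number of arrays limits the precision. The share of probe sets with equal values in any 2 arrays was at most 1.17%, so no array was a copy of another.

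Signals were put on the log2 scale as deposited, with no further normalization. The 62 array control probe sets were left out of the tests. Probe sets were kept when at least 3 of the 6 arrays lay above the median of all values, a signal of 18.6, which left 27566. Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a mean-dependent trend, two-sided), LV-shIL-1β minus LV-shNC, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. A fold over 1.5 and an unadjusted limma p under 0.05, with no filter, were also applied to all 54613 probe sets that were not controls. These only approximate the thresholds of the study, whose methods speak of a detection P value, so the count here and the study's rest on different criteria. On simulated data with the means of the 27566 kept probe sets, 200 of them changed and variances drawn from limma's fitted prior, the LV-shIL-1β against LV-shNC model recovered 23.6% of changes of 1.25-fold, 79.3% of 1.5-fold and 98% of 2-fold over 10 runs, and 4.27% of its calls were false. These variances follow the model's own assumption, and 1943 probe sets were called in the real data. The rates therefore describe the simulated data and may differ in the real data. A first simulation had taken the shrunken variances as the true ones, and over its 5 runs 9.49% of the calls were false, above the limit of 8% set for the test. It was replaced because it treated estimates as true values, and over 10 runs of the same kind 7.62% of the calls were false.

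Gene names came from the platform annotation, with Entrez identifiers looked up in a RefSeq gene table of assembly GRCh38.p14. A single symbol was listed for 41097 probe sets, several for 1801 and none for 11777. Of the probe sets with a single symbol, 41043 had their identifier in the RefSeq table, and 0 symbols changed. In the comparisons no gene was named from a probe set with several symbols, while the closing observations on MHC class II and imprinted genes include such probe sets and say so. The files name no genome build, so no coordinates are given, and the table served only for names and for the order of neighbouring genes.

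Before the data were examined, 27 gene lists were fixed, together with the design, the rule for naming genes and the alternatives. The lists covered the IL-1 family, inflammatory cytokines and chemokines, NF-kB targets, a key-node subnetwork and RT-PCR primer genes of the study, TGF-b, matrix proteases, immediate-early genes, ERK feedback, JAK-STAT, interferon-stimulated genes, keratinocyte differentiation, basal keratinocytes, epithelial adhesion, mesenchymal transition, G1/S, G2/M, cell cycle inhibitors and cyclins, p53 targets, hypoxia and glycolysis, unfolded protein and amino acid stress, cholesterol synthesis, NRF2 targets, fibroblast, leukocyte and endothelial markers, and reference genes. Each gene was represented by its kept probe set with the highest mean signal. Lists with at least 3 measured members were tested with limma's camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over lists. Camera with an estimated correlation and fry, which asks whether the genes of a list move on balance one way, were run beside it.

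Named genes were IL1B with all its probe sets, the 12 higher and 12 lower genes with the largest changes among called probe sets with a single symbol and no overlap between groups, and up to 4 members of each list with the smallest p. Members of the key-node and RT-PCR lists, passing or not, could also be named, and not all were. Alternatives covered normalization, filter, floor, pseudocount, moderation, array weights, the methods' t-test, the replicate number as a block, and leaving out each array. The methods' t-test is so called because the study names Student's t-test in its general statistics, though not for the arrays. A planned search for hairpin seed matches in 3′ untranslated regions was not run, because no transcript sequences were used here. Single values per array were compared by exact permutation over the 10 splits of 6 arrays into 3 and 3, whose smallest possible p is 0.1.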

Results

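To explore which genes changed when interleukin-1β (IL-1β), a secreted inflammatory cytokine, was silenced in oral cancer cells, expression profiles of Cal27 cells with LV-shIL-1β were compared with those of cells with the scrambled LV-shNC. There were 3 arrays in each group. The log2 ratio of 3′ to 5′ signal of ACTB, a measure of RNA integrity, was 0.41 ± 0.13 in LV-shNC and 0.39 ± 0.05 in LV-shIL-1β (SD, n = 3, exact permutation p = 0.9). The same ratio for GAPDH was -0.02 ± 0.03 and 0.04 ± 0.01, and did not overlap between groups (SD, n = 3, exact permutation p = 0.1, the smallest the design allows). The mean correlation between arrays was 0.996 within groups and 0.993 between groups, and every pair within a group (0.995 or higher) exceeded every pair between groups (0.994 or lower, exact permutation p = 0.1, n = 3). The arrays of each group fell into their own cluster.

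IL1B, the target of the hairpin, was lower in LV-shIL-1β on both of its probe sets. On the brighter one the signal was 2594 ± 92.6 in LV-shNC and 1578 ± 15.8 in LV-shIL-1β (SD, n = 3), a log2 fold change of -0.72 ± 0.04 (SE, limma, Benjamini-Hochberg adjusted p = 2.46e-05). On the other the signal was 1957 ± 55.4 and 1170 ± 16.3 (SD, n = 3), a log2 fold change of -0.74 ± 0.04. The brighter probe set was thus 39.1% lower (95% confidence interval 35.6 to 42.5%), and 60.9% of the control signal remained. All 3 LV-shIL-1β arrays lay below all 3 LV-shNC arrays.

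**Figure D1:**
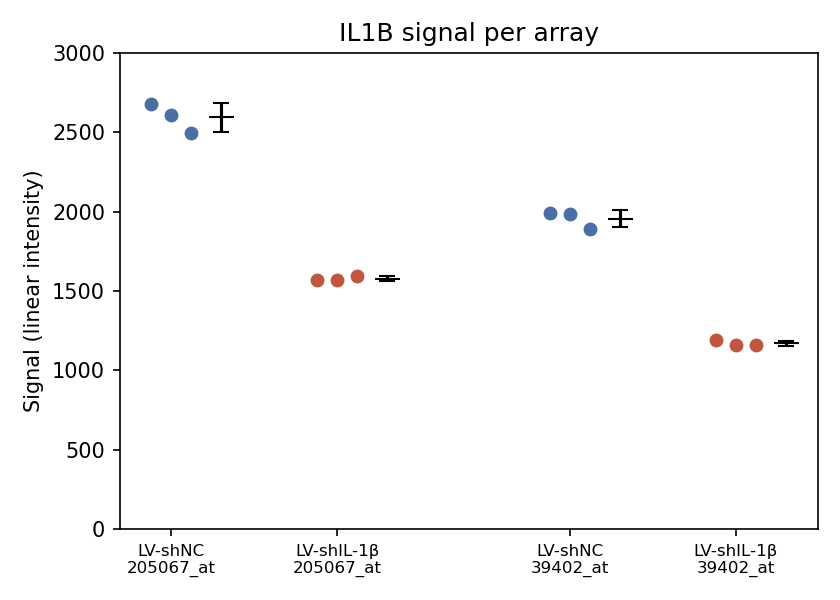
Signal of the 2 IL1B probe sets on each array (vertical axis, linear intensity), with LV-shNC in blue and LV-shIL-1β in red; each point is 1 array and the black mark is the mean with its SD. All LV-shIL-1β arrays lie below all LV-shNC arrays, with means of 1578 against 2594 for the brighter probe set.

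Beyond the target, the genes with the largest increases included HLA-DPA1, a chain of an MHC class II antigen-presenting molecule, whose signal went from 40.1 ± 3.80 to 111 ± 3.75 (SD, n = 3, log2 fold change 1.48 ± 0.08, SE). S100A7A, a calcium-binding protein of keratinocytes, rose from 28.7 ± 4.83 to 73.7 ± 2.36 (1.37 ± 0.11), although its 1 other kept probe set did not move with it. The cytokine IL6 rose from 157 ± 33.3 to 320 ± 16.4 (1.05 ± 0.12). The epidermal growth factor receptor ligand EREG rose by a log2 fold change of 0.99 ± 0.18. The AP-1 subunit FOS rose by 1.00 ± 0.23, with a wide spread between arrays (47.4 ± 16.2 against 94.0 ± 26.4). It did not pass without LV-shNC array 2 or 3 or without LV-shIL-1β array 1 or 2, with limma's Benjamini-Hochberg adjusted p up to 0.108, and EREG did not without LV-shIL-1β array 2 (0.0597). CH25H, which makes 25-hydroxycholesterol, had a log2 fold change of 1.06 ± 0.14, and FAR2, a fatty acyl-CoA reductase, of 1.16 ± 0.10. LINC00973 (1.20 ± 0.14), CEP15 (1.18 ± 0.07) and PNLIPRP3 (1.13 ± 0.11) were also among the 12. The LV-shNC means of LINC00973 (9.31), CH25H (9.92), PNLIPRP3 (12.3) and FAR2 (17.2) lay below the filter's signal of 18.6, so their folds depend on the scale used, and with a pseudocount of 16 they were 0.56, 0.50, 0.60 and 0.71. The small GTPase RAP1A was higher on 2 probe sets (1.27 ± 0.07 and 1.07 ± 0.06), while 2 others did not pass (0.15 ± 0.17 and 0.00 ± 0.08). The ribosomal protein gene RPS6 was higher on its least bright kept probe set (0.99 ± 0.12), while its 3 brighter ones differed by between -0.02 and 0.02.

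The largest decrease among named genes was in VSNL1, a neuronal calcium sensor, from 210.3 ± 11.04 to 90.7 ± 1.64 (SD, n = 3, log2 fold change -1.21 ± 0.06, SE), and its other probe set fell as well (-1.30 ± 0.09). KRT13, a keratin of differentiated oral epithelium, fell from 64.8 ± 3.18 to 29.9 ± 1.93 (-1.12 ± 0.08). The proteoglycan LUM (-1.14 ± 0.18) and the secreted glycoprotein FSTL1 (-0.93 ± 0.07) were lower. For the collagen gene COL1A1, 2 kept probe sets were lower (-1.08 ± 0.12 and -0.73 ± 0.12), whereas 2 others did not pass (-0.04 ± 0.13 and -0.16 ± 0.11). The DNA demethylase TET1 fell by 1.13 ± 0.11 on the log2 scale, and the actin-binding CORO1A by 0.92 ± 0.09. PLAC8 (-1.11 ± 0.13), ATP8B2 (-0.92 ± 0.10), EMP1 (-0.88 ± 0.12), CPM (-0.86 ± 0.13) and PCDH18 (-0.83 ± 0.13) completed the 12. The LV-shIL-1β means of PLAC8 (11.9), EMP1 (12.1), LUM (12.4), CPM (13.2), PCDH18 (14.2) and TET1 (15.3) lay below the filter's signal of 18.6, and with a pseudocount of 16 their log2 fold changes were -0.57, -0.44, -0.61, -0.45, -0.45 and -0.66. All 24 of these genes passed limma's test, with Benjamini-Hochberg adjusted p between 2.46e-05 for VSNL1 and 0.0314 for FOS.

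**Figure D2:**
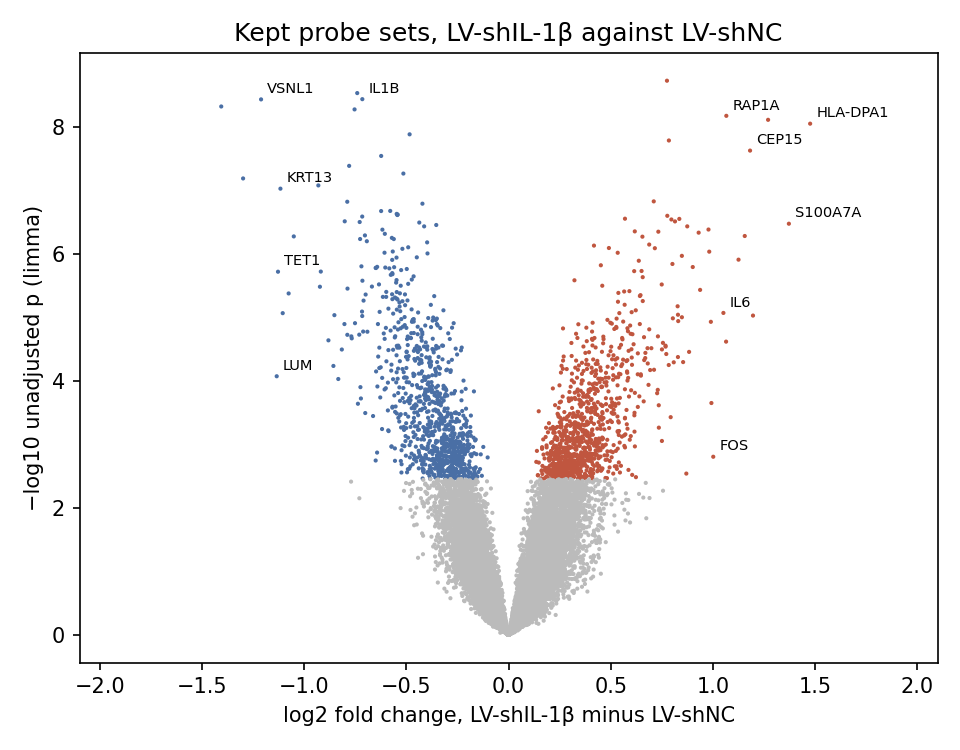
Log2 fold change of each kept probe set (horizontal axis, LV-shIL-1β minus LV-shNC) against -log10 of its unadjusted limma p (vertical axis); red and blue points are higher and lower past the adjusted threshold and grey points did not pass. The changed probe sets comprise 1014 higher and 929 lower.

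Of the 27566 kept probe sets, 1943 were changed (7.05%, limma, Benjamini-Hochberg adjusted p under 0.05), 1014 higher and 929 lower in LV-shIL-1β. Most changes were small, with a median fold of 1.28. A fold over 1.5 was reached by 194 of them (107 higher and 87 lower), and a fold over 2 by 20. The groups did not overlap for 7685 kept probe sets (27.9%, against 10% by chance with 3 arrays a side). At a fold over 1.5 and p under 0.05, taken here as unadjusted and applied without a filter, 258 probe sets passed, 148 higher and 110 lower, but 126 higher and 141 lower after median centring. With the methods' t-test, which the study does not name for its arrays, in place of limma 240 passed, 137 higher and 103 lower. With limma and each array left out in turn, the higher ones ran from 157 (without LV-shNC 2) to 238 (without LV-shNC 3). The lower ones ran from 117 (without LV-shNC 3) to 139 (without LV-shIL-1β 3). The count at the adjusted threshold depended on which array was left out. It was 1220, 911 and 1086 without LV-shNC array 1, 2 or 3, and 1808, 696 and 880 without LV-shIL-1β array 1, 2 or 3. The methods' t-test with Benjamini-Hochberg adjustment called 267. Which direction held more of the changed probe sets depended on the setting, with 949 higher and 1086 lower after quantile normalization, 886 and 1189 after median centring, 746 and 753 with no filter, 255 and 313 with the replicate number as a block, and 106 and 161 in the methods' t-test. Lower ones were also more numerous without LV-shNC 1 (586 and 634) or 2 (408 and 503) or LV-shIL-1β 2 (272 and 424) or 3 (407 and 473).

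To see which processes the changed genes belonged to, 25 of the 27 fixed gene lists could be tested. Camera called 15 of them with the preset correlation, 8 higher and 7 lower. None of the 15 passed with an estimated correlation, where the adjusted p lay at 0.106 or above. The G2/M mitosis, JAK-STAT, basal keratinocyte, cholesterol synthesis and fibroblast lists had estimated correlations of 0.00362, -0.0162, -0.0364, -0.0124 and -0.124. These lie below the preset 0.01, so for these lists the loss cannot be put down to correlation between their genes. The other lists called lay above it. Fry called 17, but hypoxia and glycolysis genes were not among them (fry, adjusted p = 0.078). It called inflammatory cytokines and chemokines upward (adjusted p = 0.00295), which camera did not. It also called the IL-1 family (0.0196) and the RT-PCR primer genes (0.00525) downward, again unlike camera. Both of these lists hold IL1B, the target of the hairpin. Their calls therefore cannot tell a fall of the other members from that of IL1B itself. By list median the largest shift among the lists called was in ERK feedback genes, the outputs and inhibitors of MAPK signalling, whereas by mean the 5 fibroblast markers shifted more (-0.43 against 0.39). The fibroblast median was also larger in size with the mean over a gene's probe sets (-0.50 against 0.28) and with the probe set of largest variance (-0.53 against 0.31). However, the LV-shIL-1β means of the fibroblast markers LUM (12.4) and COL1A2 (16.1) lay below the filter's signal of 18.6. With a pseudocount of 16 the medians were -0.13 for fibroblast markers and 0.30 for ERK feedback genes. Of 17 measured ERK feedback genes, 10 rose and 0 fell (11 and 1 adjusted over the list alone), with a median log2 fold change of 0.31 (camera, Benjamini-Hochberg adjusted p = 3.21e-08, and adjusted p = 0.106 with an estimated correlation). They included the growth factor HBEGF (0.93 ± 0.08, SE), the phosphatases DUSP4 (0.85 ± 0.08) and DUSP1 (0.73 ± 0.10) and the transcription factor ETV5 (0.84 ± 0.07). Of 15 measured immediate-early genes, 4 rose and 0 fell (5 and 0 adjusted over the list alone, camera with Benjamini-Hochberg adjusted p = 0.00219, and adjusted p = 0.295 with an estimated correlation). These 4 were the AP-1 subunits FOS, JUN (0.36 ± 0.06), JUND (0.26 ± 0.05) and FOSB (0.43 ± 0.10), of which FOSB lost its call whichever of the 6 arrays was left out (limma, Benjamini-Hochberg adjusted p up to 0.113) and JUND without LV-shNC 2 or 3 or LV-shIL-1β 2 or 3 (up to 0.087).

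Among stress responses, 7 of 16 measured NRF2 target genes, which protect against oxidants, rose and 0 fell (10 and 0 adjusted over the list alone), with a median of 0.17 (camera, Benjamini-Hochberg adjusted p = 1e-06, and adjusted p = 0.139 with an estimated correlation). Examples were GPX2 (0.85 ± 0.10, SE), AKR1C2 (0.50 ± 0.06), AKR1C1 (0.42 ± 0.06) and ME1 (0.27 ± 0.04). The probe sets of AKR1C2 and AKR1C1 have names ending in _x_at, which marks some probe sets open to cross-hybridisation. Their increases may therefore not be independent of each other. Of 20 unfolded protein and amino acid stress genes, 6 rose and 1 fell (7 and 1 adjusted over the list alone, camera with Benjamini-Hochberg adjusted p = 0.00331, and adjusted p = 0.117 with an estimated correlation). CEBPB (0.32 ± 0.03), STC2 (0.43 ± 0.06) and TRIB3 (0.31 ± 0.05) rose, and CTH fell (-0.47 ± 0.07). Of 23 hypoxia and glycolysis genes, 5 rose, among them BNIP3 (0.56 ± 0.07), ADM (0.42 ± 0.04) and PFKFB3 (0.32 ± 0.06), and ALDOC fell (-0.31 ± 0.06), and 8 rose and 1 fell adjusted over the list alone (camera, Benjamini-Hochberg adjusted p = 0.00872, and adjusted p = 0.447 with an estimated correlation). This call was lost without LV-shIL-1β array 1 (camera, Benjamini-Hochberg adjusted p = 0.119), with the stricter filter (0.0606) and with array weights (0.0634). Of 17 p53 target genes, GDF15 rose (0.75 ± 0.08) and DDB2 fell (-0.35 ± 0.08), and 3 rose and 1 fell adjusted over the list alone. The p53 list lay at the threshold (camera, Benjamini-Hochberg adjusted p = 0.0498, and adjusted p = 0.24 with an estimated correlation), and was lost without LV-shNC array 1 (0.0623) or 3 (0.0507) and without LV-shIL-1β array 2 (0.0595) or 3 (0.0623), and under several other settings. The call of DDB2 was lost whichever array was left out (limma, Benjamini-Hochberg adjusted p up to 0.0893), and those of ALDOC (up to 0.0748, LV-shNC 2 or 3 or LV-shIL-1β 2 or 3) and PFKFB3 (up to 0.0698, LV-shNC 2 or LV-shIL-1β 2 or 3) without single arrays.

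Interferon-stimulated genes were higher as a list, with 11 of 32 measured members up and 0 down (16 and 1 adjusted over the list alone) and a median of 0.15 (camera, Benjamini-Hochberg adjusted p = 3.13e-05, and adjusted p = 0.117 with an estimated correlation). IFIT5 (0.46 ± 0.06, SE), XAF1 (0.41 ± 0.05), IFIT1 (0.38 ± 0.05) and USP18 (0.34 ± 0.07) were among them, although USP18 lost its call without LV-shNC 1 or 3 or LV-shIL-1β 2 or 3 (limma, Benjamini-Hochberg adjusted p up to 0.0975). JAK-STAT components and targets went the other way, with 0 up and 6 down of 24 (0 and 7 adjusted over the list alone, camera with Benjamini-Hochberg adjusted p = 0.0022, and adjusted p = 0.106 with an estimated correlation). The receptor chain IL20RB (-0.72 ± 0.06), the inhibitor SOCS2 (-0.53 ± 0.06) and the receptor chains IL10RB (-0.57 ± 0.09) and IFNGR2 (-0.37 ± 0.05) fell. IL10RB and IFNGR2 lie among 30 neighbouring genes, of which 27 were lower, with a median log2 fold change of -0.27.

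Secreted inflammatory factors that IL-1 is known to induce were not lower as a list. Of 18 measured cytokines and chemokines, 5 rose and 1 fell (5 and 2 adjusted over the list alone). The list did not pass in camera (Benjamini-Hochberg adjusted p = 0.0878), whereas fry called it upward (adjusted p = 0.00295). CCL20 rose from 483 to 832 (log2 fold change 0.78 ± 0.05, SE), CXCL2 rose by 0.61 ± 0.06 and CX3CL1 fell (-0.39 ± 0.07). Of 16 NF-kB target genes IRAK2 passed on its brightest probe set, at 0.53 ± 0.09 (1 adjusted over the list alone as well, camera with Benjamini-Hochberg adjusted p = 0.446), and NFKB1 stood at 0.25 ± 0.08. The brightest probe set of CD40 did not pass (-0.25 ± 0.08, limma, Benjamini-Hochberg adjusted p = 0.119), but 2 other kept probe sets of CD40 were lower (-0.77 ± 0.10, adjusted p = 0.0025, and -0.50 ± 0.08, adjusted p = 0.00789). Of 14 measured members of the IL-1 family, 2 rose and 4 fell, IL1B among the latter (4 and 5 adjusted over the list alone, camera with Benjamini-Hochberg adjusted p = 0.419). The receptor antagonist IL1RN (-0.53 ± 0.07) and the receptor IL1R1 (-0.48 ± 0.08) fell, and the receptor chain IL18R1 rose (0.66 ± 0.12, or 0.37 with a pseudocount of 16, as its LV-shNC mean of 17.0 lay below the filter's signal).

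The key-node list, drawn from networks of the study in rat tissue (MYC from the one with IL-1 receptor antagonist), had 9 measured members. CXCL2 and PTGS2, which encodes cyclooxygenase-2 (0.34 ± 0.07, SE), rose, and TGFB2 fell (-0.60 ± 0.07). CCL2 (-0.15 ± 0.06), TGFB1 (-0.14 ± 0.08), MMP13 (-0.13 ± 0.08), MYC (0.07 ± 0.05), TGFB3 (0.04 ± 0.10) and MMP9 (0.01 ± 0.12) did not pass, and the signs for TGFB3 and MMP9 changed with the setting, median centring among those for MMP9. The counts were 2 up and 1 down adjusted over the list alone as well (camera, Benjamini-Hochberg adjusted p = 0.936). Camera ranked this list and the next downward, although their medians were 0.01 and 0.01. The study named TGFβ from these arrays too, so its member here is not independent evidence. The paper's discussion describes TGFβ as activated after the knockdown, without naming the gene. Here no TGFB gene of the list passed upward, and TGFB2 went the other way. Of 16 measured genes with RT-PCR primers in the study, 4 rose and 4 fell (5 and 6 adjusted over the list alone, camera with Benjamini-Hochberg adjusted p = 0.845). The fallen genes were IL1B, VSNL1, TGFB2 and DBP (-0.34 ± 0.08), and some of the list had been picked on these arrays, so neither count is independent evidence. Of 21 TGF-b genes, 0 rose and 3 fell, TGFB2, THBS1 (-0.31 ± 0.05) and TGFBI (-0.17 ± 0.04), or 1 and 3 adjusted over the list alone (camera, Benjamini-Hochberg adjusted p = 0.446). By limma with Benjamini-Hochberg adjustment, DBP lost its call whichever array was left out (adjusted p up to 0.119), PTGS2 without any single array other than LV-shNC 3 (up to 0.087) and TGFBI without LV-shNC 1 or 2 or LV-shIL-1β 1 or 2 (up to 0.101).

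Of 15 matrix proteases and inhibitors, 2 rose and 4 fell (2 and 5 adjusted over the list alone, camera with Benjamini-Hochberg adjusted p = 0.0224, and adjusted p = 0.195 with an estimated correlation). The protease MMP7 (-0.55 ± 0.07, SE) and the inhibitor TIMP2 (-0.51 ± 0.06) fell, while the collagenase MMP1 (0.80 ± 0.10) and the inhibitor SERPINE2 (0.29 ± 0.06) rose. Without the filter on dim probe sets this list no longer passed (camera, Benjamini-Hochberg adjusted p = 0.18). Of 11 mesenchymal transition genes, 0 rose and 3 fell (1 and 5 adjusted over the list alone), namely AXL (-0.57 ± 0.05), VIM (-0.54 ± 0.07) and SPARC (-0.36 ± 0.04), with a list median of -0.18, or -0.11 with the stricter filter (camera, Benjamini-Hochberg adjusted p = 0.00416, and adjusted p = 0.195 with an estimated correlation). None of 11 epithelial adhesion genes passed limma's test, 0 adjusted over the list alone, with the smallest p for OCLN (0.17 ± 0.06) and CLDN7 (0.16 ± 0.07, camera with Benjamini-Hochberg adjusted p = 0.419). Of 5 measured fibroblast markers, LUM and COL1A2 (-0.53 ± 0.10, or -0.29 with a pseudocount of 16, as its LV-shIL-1β mean of 16.1 lay below the filter's signal) fell (0 and 2 adjusted over the list alone, camera with Benjamini-Hochberg adjusted p = 0.00443, and adjusted p = 0.117 with an estimated correlation). Only 1 leukocyte marker was kept, CD14, which rose (0.51 ± 0.08). The 2 endothelial markers kept did not pass. By limma with Benjamini-Hochberg adjustment, SERPINE2 lost its call without LV-shNC 3 or LV-shIL-1β 2 or 3 (adjusted p up to 0.0853) and COL1A2 without LV-shIL-1β 2 or 3 (up to 0.0598).

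Among epithelial genes, 4 of 9 measured basal keratinocyte genes fell and 0 rose (4 and 0 adjusted over the list alone). The list median was -0.11 (camera, Benjamini-Hochberg adjusted p = 0.0017, and adjusted p = 0.106 with an estimated correlation). This median was -0.26 without LV-shIL-1β array 1, -0.19 with array weights and -0.17 without LV-shNC array 1. With the mean over a gene's probe sets it was -0.07. The keratins KRT15 (-0.45 ± 0.04, SE), KRT14 (-0.35 ± 0.03) and KRT5 (-0.32 ± 0.04) and the integrin ITGA3 (-0.36 ± 0.06) were lower. Genes of keratinocyte differentiation moved both ways, 6 up and 5 down of 26 and the same counts adjusted over the list alone (camera, Benjamini-Hochberg adjusted p = 0.875, with a median of -0.01 although camera ranked the list upward). S100A7 rose from 1539 ± 41.6 to 2634 ± 71.6 (SD, n = 3), and KRT13, SPRR2B (-0.57 ± 0.06) and SPRR3 (-0.54 ± 0.07) fell.

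Of 20 DNA replication genes of G1/S, FEN1 (0.25 ± 0.04, SE), CDC6 (0.26 ± 0.06) and MCM3 (0.19 ± 0.05) rose and 0 fell (9 and 2 adjusted over the list alone, camera with Benjamini-Hochberg adjusted p = 0.00269, and adjusted p = 0.184 with an estimated correlation). Of 20 mitosis genes of G2/M, KIF20A (-0.29 ± 0.04), NUSAP1 (-0.21 ± 0.04) and CCNB2 (-0.20 ± 0.04) fell and 0 rose (0 and 3 adjusted over the list alone, camera with Benjamini-Hochberg adjusted p = 0.00154, and adjusted p = 0.106 with an estimated correlation). Of 10 cell cycle inhibitors and cyclins, CCND2 alone passed (-0.44 ± 0.04, 1 adjusted over the list alone, camera with Benjamini-Hochberg adjusted p = 0.569). Of 17 cholesterol synthesis genes, 5 fell and 1 rose while 11 did not pass (6 and 1 adjusted over the list alone, camera with Benjamini-Hochberg adjusted p = 0.00154, and adjusted p = 0.106 with an estimated correlation). The fallen ones included INSIG1 (-0.59 ± 0.11), STARD4 (-0.47 ± 0.07), LSS (-0.44 ± 0.05) and HMGCS1 (-0.40 ± 0.07). By limma with Benjamini-Hochberg adjustment, calls were lost without LV-shIL-1β 2 for INSIG1 (adjusted p = 0.0704), and without LV-shIL-1β 2 or 3 or certain LV-shNC arrays for FEN1 (2, up to 0.0658), MCM3 (2 or 3, up to 0.176), CDC6 (1, 2 or 3, up to 0.126), NUSAP1 (2 or 3, up to 0.0732) and CCNB2 (1 or 2, up to 0.0963). Of 10 reference genes only TFRC passed (0.37 ± 0.05, 1 adjusted over the list alone, camera with Benjamini-Hochberg adjusted p = 0.446).

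**Figure D3:**
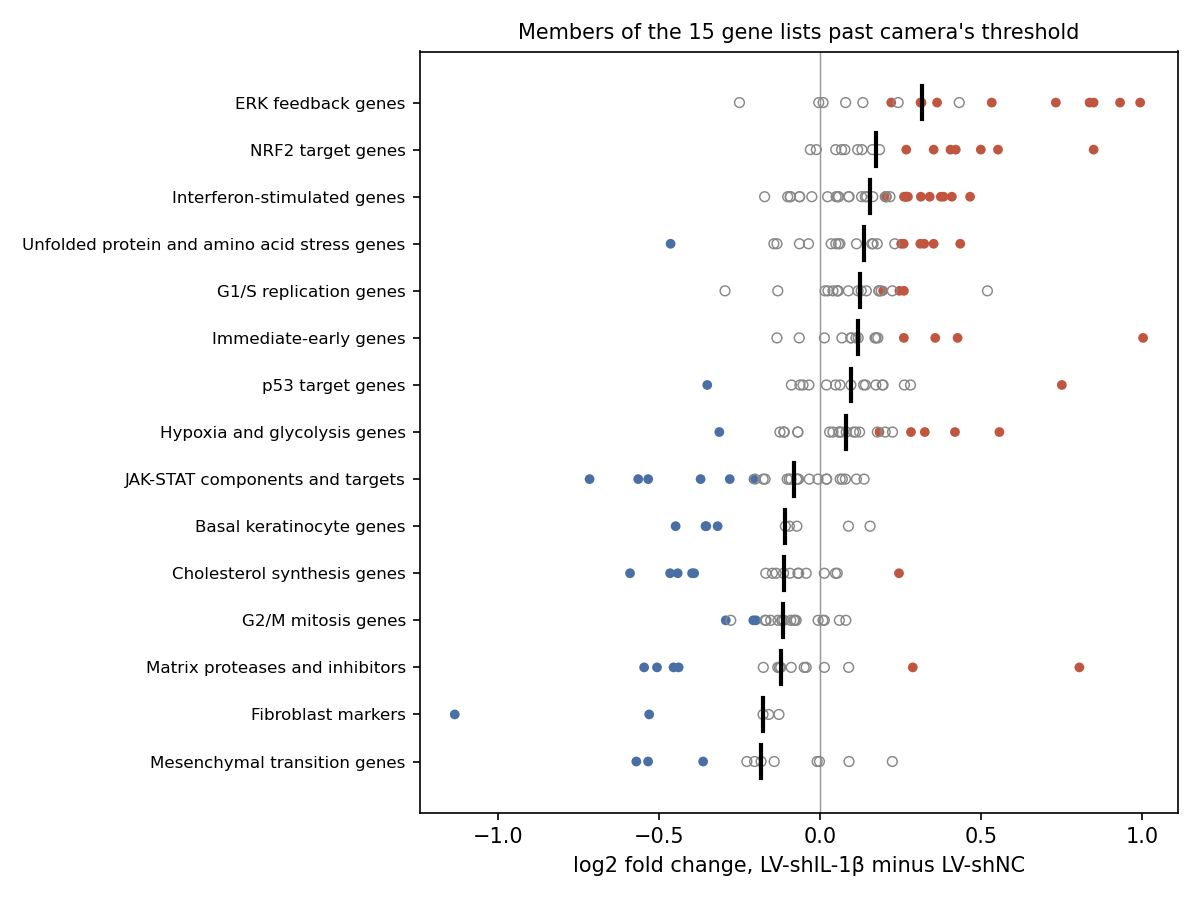
Log2 fold change (horizontal axis, LV-shIL-1β minus LV-shNC) of each measured member of the 15 lists that camera called with its preset correlation; filled red and blue points passed limma's adjusted threshold, open points did not, and black bars are list medians. ERK feedback genes have the highest median (0.31), and the lowest medians, of mesenchymal transition genes and fibroblast markers, are both -0.18.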

Values the study reported

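The study reported 245 probe sets as differentially expressed between the LV-shIL-1β and LV-shNC groups at a fold change above 1.5 and P < 0.05. Of these, 140 were higher and 105 lower with LV-shIL-1β.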

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

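The models with the ACTB ratio and with the array axis as a block were chosen after seeing the data. IL1B stayed lower and past the threshold in all 21 alternatives, between -0.74 and -0.69. The count of probe sets changed (1943) moved by over 1.5 times to 267 with the methods' t-test, 568 with the replicate block, 1248 without _s_at and _x_at probe sets, 194 with a fold over 1.5 as well, 3267 and 649 at adjusted p under 0.1 and 0.01, and 4014 with the array axis as a block. Without each array in turn it ran from 696 to 1808. The replicate numbers did not pair the samples: deviations of same-numbered arrays correlated at -0.394, -0.112 and -0.214. Of the 568 calls under the block, 567 were among the 1943. The count of probe sets past a fold over 1.5 and an unadjusted p under 0.05 (258) moved to 92 with the stricter filter, 79 with a pseudocount of 16 and 24 at a fold over 2, and ran from 285 to 355 without each array. The gene lists called fell from 15 to 0 in camera with an estimated correlation, and ran from 14 to 16 without each array. The difference in array similarity stayed above 0 in all 10 alternatives.

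Of 1947 values of named genes under alternatives, 1760 kept direction and side of the threshold, 175 lost the threshold, 4 gained it and 8 changed sign, 0 of these among genes past the threshold. Without at least 1 array, 19 named genes lost the threshold, 3 of them (FOSB, DBP and DDB2) whichever of the 6 was left out. MMP9 was -0.011 with median centring, -0.012 with the ACTB covariate and -0.0085 with the axis block, and ran from -0.12 to 0.091 without each array. TGFB3 was -0.027 with the axis block and ran from -0.028 to 0.13 without each array. The cause was not tested, except that a stricter threshold can only lower a count. The search for hairpin seed matches and its alternatives were not run, and camera was not rerun for the moderation settings or the t-test, which it does not use. No measure of background was used here, so which probe sets near the filter's signal of 18.6 lay above background was not determined.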

Other observations

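The comparison of splits for probe sets, the relation of an array axis to the ACTB ratio, the models with that ratio or axis, the runs of neighbouring genes in the other splits, and the MHC class II group were chosen after the results had been seen, and the criteria for neighbouring genes and for RNA integrity were made stricter after their first values.

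Genes of MHC class II, which present antigen to helper T cells, were in part higher in LV-shIL-1β beyond HLA-DPA1. Of 18 other kept probe sets listing such an HLA gene, 12 passed limma's test upward and 0 downward (3 of the 12 list several genes), as did 6 and 0 of 10 other measured genes with CIITA and CD74 counted in. HLA-DRA went from a signal of 246.8 ± 26.8 to 397 ± 32.6 (SD, n = 3, log2 fold change 0.69 ± 0.09, SE), HLA-DRB1 rose by 0.66 ± 0.06 and HLA-DMB by 0.58 ± 0.09. Their known regulator CIITA (0.04 ± 0.09), the invariant chain CD74 (0.12 ± 0.06), HLA-DOA and HLA-DOB did not pass. A signal like that of interferon-γ that could raise both MHC classes is argued against, since the 12 measured genes of the class I pathway had a median log2 fold change of -0.0303, ranging from -0.12 to 0.09, whereas an interferon signal that leaves class I unmoved stays open, since 11 of 32 interferon-stimulated genes were higher and 0 lower. Probe sets listing both SNURF and SNRPN, which cannot be assigned to a single gene, were lower (-1.41 and -1.05), as was one listing MIR675 and H19 (-0.74), all from imprinted loci. A general fall of imprinted genes is argued against, since the 15 other measured ones had a median of -0.0188, ranging from -0.11 to 0.38.

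The lowest run of 30 neighbouring genes, from SON to BACE2, had 28 members lower and 18 of them past limma's threshold, with a median log2 fold change of -0.31, and 0 of 1000 shuffled gene orders held a run as low. The flanks fell as well, with 27 of the 30 genes before it (median -0.274) and 24 of the 30 after it (-0.158) lower. Of these, 19 before it and 8 after it passed limma's threshold. With its flanks the run reached from TMPRSS15 to UBE2G2. The flank before it holds IL10RB, IFNGR2 and ADAMTS1 (-0.46 ± 0.09, SE), which is counted above among the fallen matrix proteases and inhibitors. The highest run, from CFB to RXRB, holds MHC class II genes, and 0 of 1000 shuffled orders held a run as high. Its median log2 fold change was only 0.0896, with 19 members higher and 11 lower, and 9 were higher past the threshold. For the lowest run, a regional effect present in any contrast of these arrays is argued against, because its mean log2 fold change was -0.304, while no run of 30 genes in the other splits, each with its own most extreme run, exceeded 0.13 in size. The other 29 kept probe sets of its genes had a median of -0.326, but they measure the same genes in the same RNA. This value therefore cannot tell a copy number difference between the transduced populations from a regional change in regulation, and both stay open. Along the whole genome a copy number difference cannot be told apart from effects in any contrast. Genes 20 to 50 places apart correlated at 0.0285 (across genes, which are not independent replicates, with 95% of shuffled orders between -0.00334 and 0.00334). However, they correlated at 0.0477 in the split of LV-shNC 1 and LV-shIL-1β 2 and 3 against the rest. Shared regulation or cross-hybridisation of neighbours stays open for the same reason, with adjacent genes at 0.0833 in the real split and 0.106 in that one.

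Of 1245 called probe sets whose gene had another kept probe set, 369 (29.6%) had none that moved the same way at an unadjusted p under 0.05, RPS6 among them. Names ending in _s_at or _x_at, which mark some of the probe sets open to cross-hybridisation, were carried by 35% of the unsupported and 45.1% of the supported ones (Fisher's exact test p = 0.00107), so an excess of such names is argued against, but other cross-hybridisation is not. Noise in dim probe sets stays open, since the unsupported share was 30.4, 36.7, 27 and 24.4% from the dimmest to the brightest of 4 equal groups by signal, with no steady fall. Isoforms that differ between probe sets were not tested.

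For the increase of ERK feedback genes, noise in dim probe sets is argued against, with a median of 0.337 in the brighter 8 genes. RNA integrity stays open: the list median was 0.319 with the ACTB 3′/5′ ratio as a covariate and 0.31 without, but that ratio differed by only -0.02 between groups, so the covariate had little to remove, and the GAPDH ratio did not overlap between groups. The silenced IL1B, other effects of the hairpin, and differences between the cell populations in growth or history are untested explanations that the design cannot separate. An axis that set LV-shNC 1 and LV-shIL-1β 2 and 3 apart carried 42% of the variance within groups and correlated with the ACTB ratio at 0.67 (Pearson, exact permutation p = 0.147, n = 6, 0.609 without the 2 arrays farthest from the median, Spearman's rho 0.714, exact permutation p = 0.136), so a link to RNA integrity could neither be shown nor excluded.

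With 6 arrays there are 10 splits into 3 and 3, too few for a share under 0.05. In every split but the real one, both sides mix arrays of the 2 groups. The group difference then adds to the spread within each side, so low counts there are not a background free of it. As many changed probe sets came in 1 of the 10 splits, the real one with 1943, and the highest of the others was 0 in limma. At an unadjusted p under 0.05, the split along the axis gave 3084 probe sets and the real split 6225. At a fold over 1.5 and an unadjusted p under 0.05 the counts were 258 and at most 23, and for lists called by camera 15 and at most 5.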
